A study of Oryza sativa with 7 samples. Its data were reported in "Divergent DNA methylation patterns associated with gene expression in rice cultivars with contrasting drought and salinity stress response" (2015).

How the data were processed

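Whole genome bisulphite sequencing calls were analysed for 7 libraries of 3 rice cultivars (Oryza sativa). IR64 is sensitive to drought and salinity, Nagina 22 (N22) is tolerant to drought and Pokkali is tolerant to salinity. IR64 had a control, a desiccation and a salinity library, N22 a control and a desiccation library, and Pokkali a control and a salinity library. The salinity treatment used 200 mM salt. Each group had 1 library. The authors pooled the DNA of 3 biological replicates for each control library, and for the stressed libraries pooling was not stated. The study analysed the control libraries, and the stressed libraries belong to the same series.

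For the control libraries, the authors aligned paired-end reads with Bismark to the MSU release 7 rice genome, removed clonal and non-unique reads, and called methylated cytosines (mCs) with Methylkit. The call rested on a binomial test at p 0.001 against the non-conversion rate of the chloroplast genome, with at least 5 reads per cytosine. The processing of the stressed libraries was not given in the sources used here, and the tables of all 7 libraries had the same columns and the same minimum depth. Each deposited table gave, per the file headers, the position, strand, context (CG, CHG or CHH, where H is A, C or T), read depth and methylation level of each mC. The read depth was deposited as a read count per cytosine and strand, with no normalization. The methylation level was deposited as a percent of the reads at the cytosine. The tables listed only cytosines called methylated, so a cytosine that was not listed had an unknown status and was never taken as unmethylated. Methylated reads were recovered as depth multiplied by level, which gave a whole number at every listed cytosine once the rounding of the level to its printed decimals was allowed for. No position was repeated within a library.

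The sources of the study give more than 1 value for the rate used in calling, so it was read from the tables. The lowest number of methylated reads listed at each depth was compared with the binomial threshold at p 0.001, and the error rate that gave these thresholds was taken as the calling error rate of the library. The rate differed between libraries and was 0.45% in IR64 control, 1% in N22 control, 0.75% in Pokkali control, 0.43% in IR64 desiccation, 0.52% in IR64 salinity, 0.66% to 0.67% in N22 desiccation and 0.68% to 0.69% in Pokkali salinity. A library called with a higher rate needed more methylated reads at the same depth.

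The pooled methylation level of a context was the percent of methylated reads over all reads at its listed mCs, and the mean site level was the mean over single cytosines. Shares and levels carry 95% Wilson intervals. Reads are not independent molecules, so every interval covers counting error only.

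Differentially methylated regions (DMRs) were called in 100 bp bins of the 12 chromosomes for 8 comparisons, of which 4 were between cultivars and 4 between a stressed and a control library of a cultivar. Methylated and unmethylated reads were summed over the cytosines listed in both libraries. A read that covers several of these cytosines was counted at each, so the reads of a bin are not a number of molecules. The test below takes these counts as independent, so its p-values can be too small. A bin with at least 3 shared mCs was tested with a two-sided Fisher's exact test, adjusted by the Benjamini-Hochberg method over all tested bins, and was called at a difference of at least 20 percentage points and an adjusted p of at most 0.01. The bin size, the minimum of 3 mCs, the difference and the limit on the adjusted p were taken from the study's methods. Here the 3 mCs had to be listed in both libraries, and the study does not state whether its 3 mCs had to be called in both. Cytosines that were covered but not called could not be used because the tables leave them out. The Benjamini-Hochberg adjustment replaced the SLIM correction of the study. With 1 library per group, a DMR states that the reads of 2 libraries differed and does not state a difference between cultivars or conditions. The design, the alternatives and the rule for named bins were fixed before the data were examined.

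Named bins were those with the largest absolute difference among DMRs with at least 50 reads in each library, summed over the shared mCs. This limit can be met by far fewer molecules. For N22/IR64 and Pokkali/IR64 control, 2 higher and 2 lower bins were named that had the same sign and at least 20 points of difference in the stressed pair. For each comparison of stress with control, 1 higher and 1 lower bin were named. The rule also asked for a position in a gene body in the control pairs, and this condition was not applied because no annotation of the genome build was used here. For the same reason the density of mCs in genes and flanking sequences, its relation to gene density, and loci named in the study were not analysed here.

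The calling procedure was tested on simulated data. Of 200 bins changed by 35 points among the 1033351 bins of N22/IR64 control, 141 (70.5%) were recovered and 0 had the wrong sign. Recovery was 139 of 163 changed bins with at least 50 reads in both libraries, and 1 of the unchanged bins was called. Unchanged libraries were also simulated for each comparison by drawing reads at the pooled level of each bin. Both simulations drew the counts as independent, so they do not cover reads counted at several cytosines.

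The alternatives were a minimum depth of 10 reads, leaving out depths above the 99th percentile of the library, re-calling all libraries with an error rate of 1%, thinning the reads to the mean depth of the shallowest library followed by re-calling, all cytosines listed in either library, at least 6 shared mCs, differences of 10 and 30 points, 200 bp bins, single contexts, differences centred on their median, mean site levels, cytosines listed in all 7 libraries, and 200 kb windows. After the data were seen, thinning by the depth at mCs listed in all 7 libraries, the restriction of the IR64 overlap to cytosines listed in all 3 IR64 libraries, mean site levels over the mCs listed in all 7 libraries and a simulation with excess spread between libraries were added. Every analysis by CG density was also added then, with bins classed by their number of listed CG cytosines as a measure that needs no genome sequence. Bins with 0 to 3 are called CG-poor and bins with 12 or more CG-dense. In the setting with all cytosines listed in either library, each library was summed over its own cytosines, with at least 3 in each. The levels compared in a bin could then come from different cytosines and contexts.

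Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Numba 0.67.0 were used, with fixed random seeds.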

Results

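DNA methylation was measured by whole genome bisulphite sequencing in 7 libraries of the rice cultivars IR64, N22 and Pokkali under control, desiccation and salinity conditions. There were no replicate libraries, so no value below has an error between replicates. The libraries listed 14905754 mCs in IR64 control, 18209800 in N22 control, 16818714 in Pokkali control, 16595141 in IR64 desiccation, 15452595 in IR64 salinity, 16158169 in N22 desiccation and 14843198 in Pokkali salinity. The mean read depth per mC was 16.2 in IR64 control, 18.4 in N22 control, 19.1 in Pokkali control, 15.8 in IR64 desiccation, 14.3 in IR64 salinity, 17.1 in N22 desiccation and 16.1 in Pokkali salinity, and the median depth was between 10 and 15. A total of 6697073 mCs were listed in all 7 libraries, of which 3869645 were in CG, 2052231 in CHG and 775197 in CHH context.

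The relation of depth to CG density differed between libraries. At mCs listed in all 7 libraries, the mean depth in CG-dense bins relative to CG-poor bins was 0.751 in IR64 control, 1.20 in N22 control, 0.738 in Pokkali control, 0.875 in IR64 desiccation, 0.801 in IR64 salinity, 0.853 in N22 desiccation and 0.908 in Pokkali salinity. N22 control was the only library in which this ratio was above 1.

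**Figure D1:**
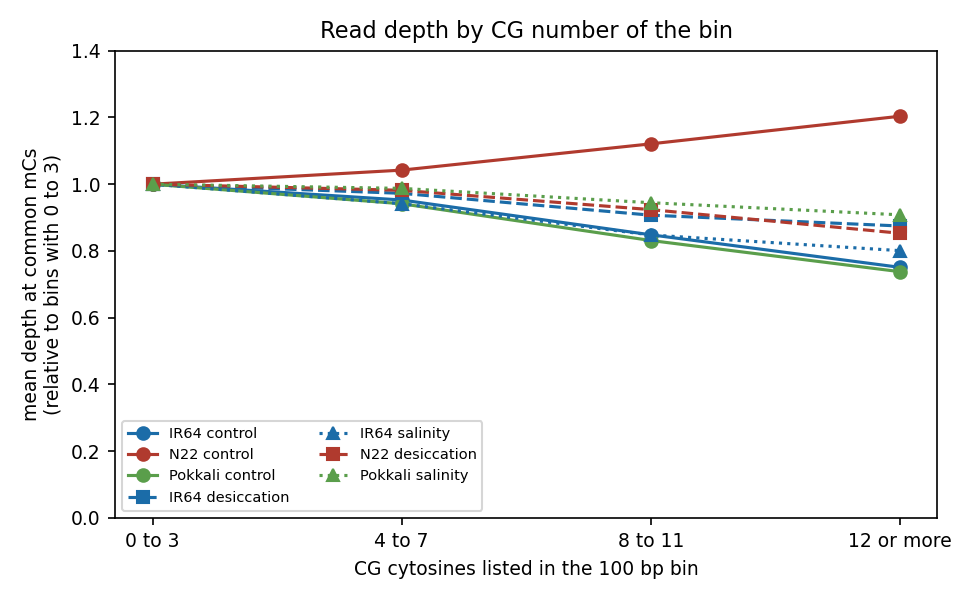
Mean read depth at mCs listed in all 7 libraries, in 100 bp bins grouped by the number of CG cytosines listed (horizontal axis), relative to bins with 0 to 3 (vertical axis, ratio). Each line is a library, with colour for the cultivar and marker for the condition; N22 control rises to 1.20 and the other libraries fall to between 0.738 and 0.908.

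The first comparison was of the composition of the methylome. CG mCs made up the largest share in every library, followed by CHG and CHH. The CG share was 46.7% (95% Wilson interval 46.68 to 46.73) in IR64 control, 49.5% (49.50 to 49.54) in N22 control and 47.4% (47.42 to 47.46) in Pokkali control. In the stressed libraries it was 47.7% in IR64 desiccation, 48.2% in IR64 salinity, 48.0% in N22 desiccation and 48.8% in Pokkali salinity. The CHG share was between 28.4% and 30.7%, and the CHH share was lowest in N22 control (19.8%) and highest in IR64 control (24.3%).

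The N22 control library listed 22.2% more mCs than IR64 control, and Pokkali control listed 12.8% more. At a minimum depth of 10 reads the excess was 34.8% in N22 and 33.5% in Pokkali. N22 desiccation listed fewer mCs than IR64 desiccation (-2.63%), but more at a minimum depth of 10 reads (6.68%) and after re-calling with an error rate of 1% (1.68%). Pokkali salinity listed fewer mCs than IR64 salinity (-3.94%), but more at a minimum depth of 10 reads (2.29%).

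**Figure D2:**
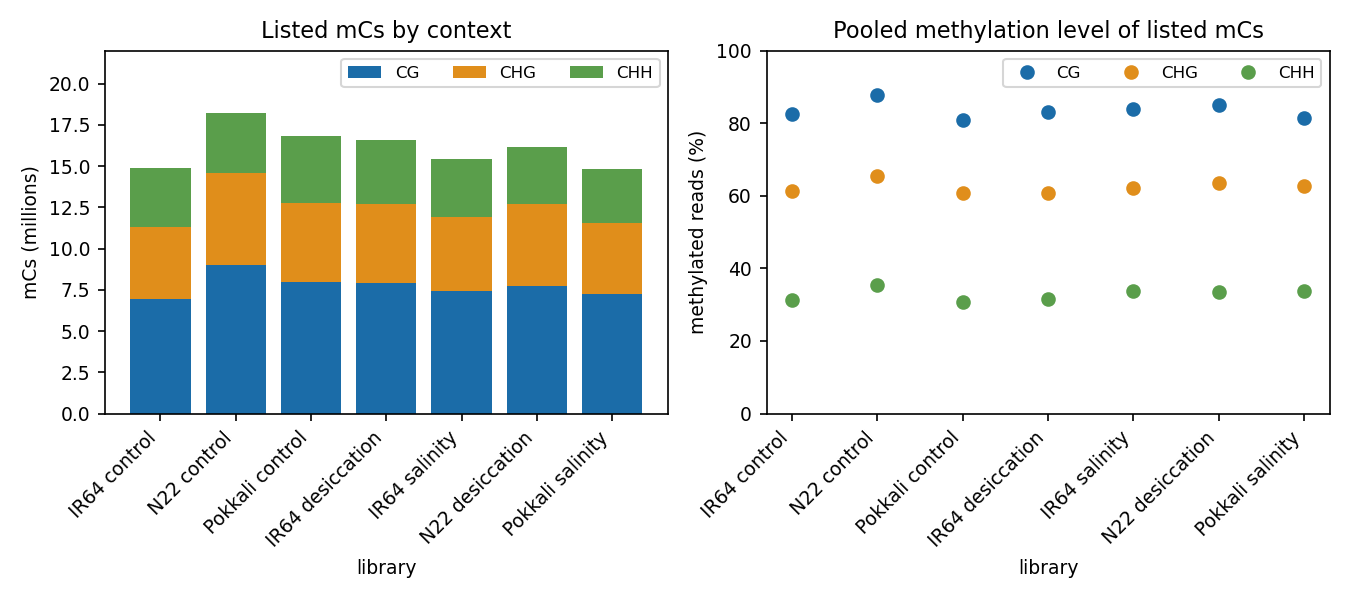
Number of listed mCs by context (left, stacked bars, scaled as the axis states) and pooled methylation level in percent of reads (right, points) for the 7 libraries. N22 control has the most mCs (18209800) and the highest CG level (87.8%), and in every library the level falls from CG to CHG to CHH.

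Methylation levels were compared over the listed mCs. The pooled CG level was 82.6% in IR64 control, 87.8% in N22 control, 80.9% in Pokkali control, 83.1% in IR64 desiccation, 84.0% in IR64 salinity, 85.0% in N22 desiccation and 81.5% in Pokkali salinity, and the 95% interval was 82.64 to 82.65 in IR64 control. The CHG level was between 60.7% and 65.6% and the CHH level between 30.7% and 35.5%, both highest in N22 control. Mean site levels were higher, with 86.7% in IR64 control, 90.4% in N22 control and 85.4% in Pokkali control for CG. The levels of the plus and minus strands were close, as for CG in IR64 control with 82.6% and 82.7%.

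N22 control exceeded IR64 control by 5.14 points in CG, 4.15 in CHG and 4.08 in CHH, although the CHH difference was -0.688 after re-calling with an error rate of 1%. The CG difference was 2.60 points over the mCs listed in all 7 libraries and 2.01 over those of them in CG-poor bins, and the shared mCs differed by 1.598 in mean site level. Pokkali control was below IR64 control in CG (-1.76 points), CHG (-0.727) and CHH (-0.723), but its pooled level was above it in all 3 contexts over the mCs listed in all 7 libraries (0.495, 1.01 and 0.225 points), while the mean site level of CG was below it there (-0.306). The shared pooled CG value joins opposite directions, as the difference was -1.76 points in CG-poor bins and 2.61 in CG-dense bins. N22 desiccation exceeded IR64 desiccation by 1.92 points in CG and by 1.38 over the mCs listed in all 7 libraries. Pokkali salinity was below IR64 salinity in CG, by -2.51 points over all listed mCs and -0.401 over the shared ones, with -2.32 in CG-poor bins and 0.904 in CG-dense bins.

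Under stress, the mC number rose by 11.3% in IR64 and fell by 11.3% in N22 under desiccation. Under salinity it rose by 3.67% in IR64, where a minimum depth of 10 reads gave -7.08%, and fell by 11.7% in Pokkali. The CG level of N22 fell by 2.80 points under desiccation and by 1.51 over the mCs listed in all 7 libraries. In IR64 the CG level was 0.424 points higher under desiccation, -0.286 over the shared mCs and 0.211 in their mean site level, and 1.37 points higher under salinity. Over the shared mCs the salinity difference was smaller, with 86.40% in IR64 salinity and 86.09% in IR64 control. In Pokkali the CG level was 0.611 points higher under salinity but -0.583 over the shared mCs. The CHH level of Pokkali was 3.18 points higher under salinity and 2.11 over the shared mCs, with 4.06 in CG-poor bins and -0.157 in CG-dense bins.

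Libraries were then compared in pairs. The CG mCs listed in both libraries were 71.6% to 73.9% of those listed in either in the 5 pairs within a cultivar and 52.7% to 62.9% in the 16 pairs between cultivars. Every library had its nearest library in its own cultivar. The spread of CG levels beyond counting error had an estimated SD of 0 to 1.93 points within cultivars and of 8.98 to 10.2 points between cultivars. Estimates below 0 were set to 0. In CHG and CHH the estimate was 0 in all 5 pairs within cultivars, although CHH alone gave 5109 DMRs in Pokkali under salinity. The estimate can thus be too low, and a value of 0 does not state that levels were equal.

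**Figure D3:**
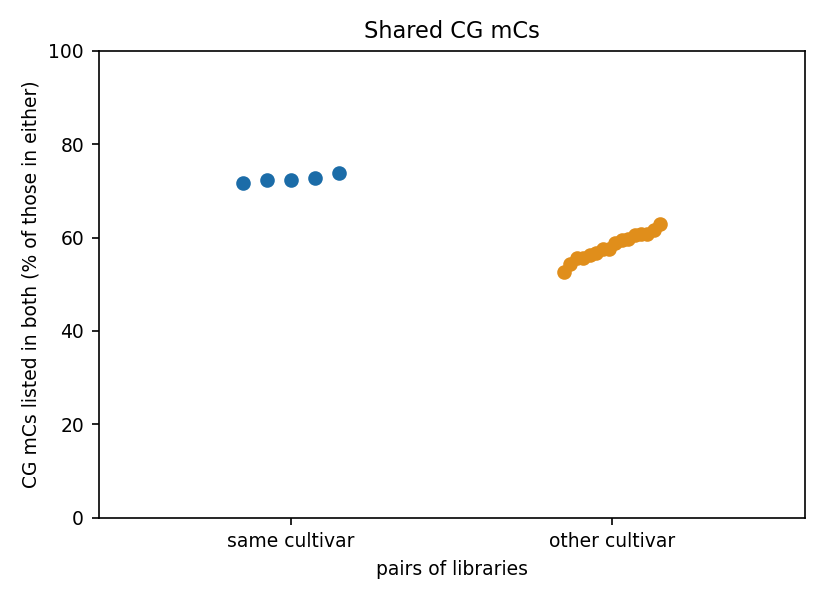
CG mCs listed in both libraries of a pair as a percent of those listed in either (vertical axis), for pairs of libraries of the same cultivar and of different cultivars (horizontal axis), each point a pair. The 5 pairs within a cultivar lie between 71.6% and 73.9% and the 16 pairs between cultivars between 52.7% and 62.9%.

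The number of mCs was counted in 380 windows of 1 Mb. The median window of IR64 control held 17115 CG, 10075 CHG and 9818.5 CHH mCs, and that of N22 control held 21860, 13300 and 9563.5. The CG mC number across windows correlated between N22 and IR64 control with a Spearman rho of 0.783 and between Pokkali and IR64 control with 0.877, and was at least 0.991 in the 4 comparisons of stress with control of a cultivar. Windows are not replicates and these values describe the libraries.

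To find regions that differed between cultivars, DMRs were called. There were 39176 DMRs among 1033351 bins in N22/IR64 control, of which 83.8% (83.4 to 84.1) were higher in N22. In Pokkali/IR64 control there were 49221 among 1100066 bins, of which 37.3% (36.8 to 37.7) were higher in Pokkali, although in CG-dense bins the share was 53.7%. CHH mCs alone gave 7056 and 4519, and after thinning by depth at shared mCs 3487 and 2184. All cytosines listed in either library gave 82401 and 84783. Pokkali had more DMRs than N22 against IR64 control, but fewer in CHG alone (12755 against 13849) and in CHH alone. In the stressed pairs there were 35475 DMRs in N22/IR64 desiccation, of which 73.1% were higher in N22 but 53.9% in CHH alone, and 37131 in Pokkali/IR64 salinity, of which 39.1% were higher in Pokkali but 85.0% in CHH alone. Unchanged libraries simulated with counting noise alone, drawn as independent counts, gave 0 DMRs in each of the 8 comparisons.

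**Figure D4:**
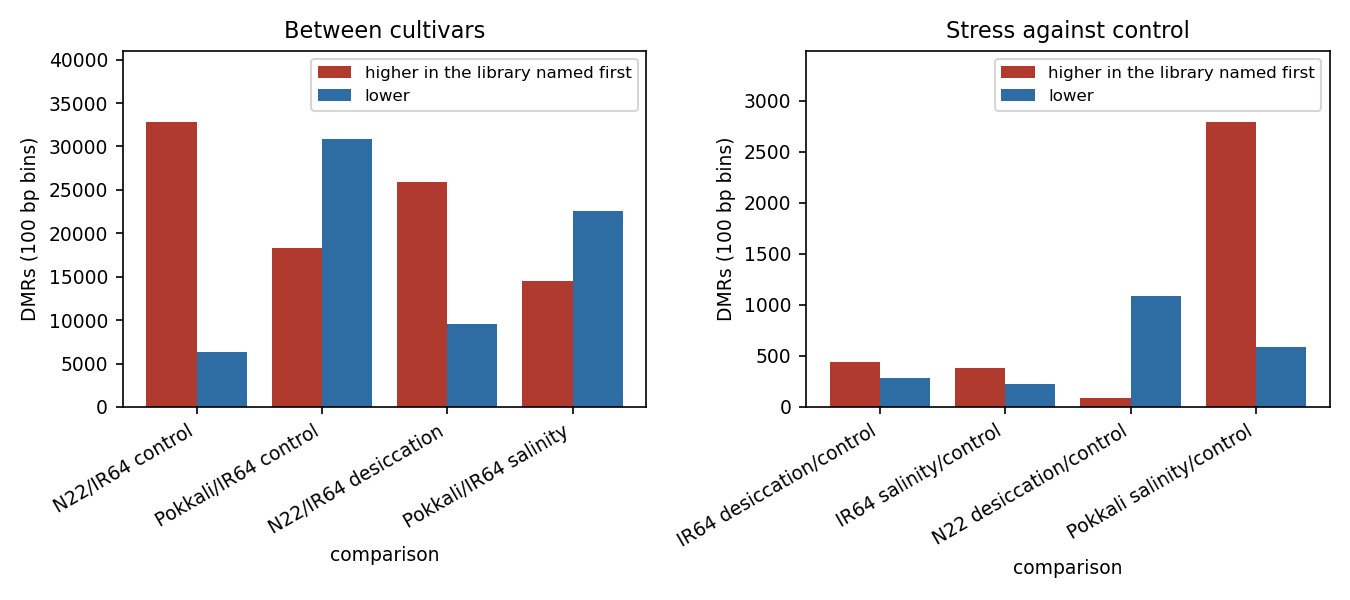
Number of DMRs (vertical axis, 100 bp bins) higher and lower in the library named first, for the 4 comparisons between cultivars (left) and the 4 comparisons of stress with control (right, with another scale). N22 is mostly higher than IR64 (83.8% of 39176 DMRs in the control pair), and N22 desiccation is mostly lower than its control (7.27% of 1169 DMRs are higher).

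The stressed pairs share no library with the control pairs and served as a check by separate libraries. Of the N22/IR64 control DMRs tested in both pairs (34380), 95.1% (94.9 to 95.3) had the same sign under desiccation, against 60.9% of all bins tested in both, and 54.0% were DMRs with the same sign again. Of the Pokkali/IR64 control DMRs tested in both pairs (39972), 95.2% (95.03 to 95.44) had the same sign under salinity, against 59.3% of all bins, and 54.2% were DMRs again. DMRs of opposite sign in the stressed pair numbered 10 for N22 and 30 for Pokkali.

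The bins named by the fixed rule are given with coordinates of the MSU release 7 genome. Their reads are counts summed over cytosines and not numbers of molecules, and the adjusted p takes them as independent. On chromosome 8, the bin 20249301 to 20249400 had a level of 96.3% in N22 control (161 reads) and 6.60% in IR64 control (652 reads), a difference of 89.7 points over 7 shared mCs with an adjusted p of 1.17e-113. Its neighbour, 20249401 to 20249500, had 97.9% (141 reads) and 11.8% (884 reads). The lower bins of N22 were on chromosome 2 (30506901 to 30507000, 10% of 210 reads against 87.3% of 55 reads) and on chromosome 11 (19290701 to 19290800, 20% of 80 reads against 94.7% of 76 reads). The higher bins of Pokkali control were on chromosome 1 (9179701 to 9179800, 97.8% of 93 reads against 13.3% of 83 reads) and on chromosome 4 (20190701 to 20190800, 96.7% of 61 reads against 13.7% of 161 reads). Its lower bins were both on chromosome 11, at 27106301 to 27106400 (12.5% of 112 reads against 97.9% of 97 reads) and at 19415401 to 19415500 (11.6% of 112 reads against 94.7% of 75 reads). The bins at 20249301 and 30506901 rested on cytosines of extreme depth, as neither could be tested without depths above the 99th percentile. In the stressed pair, the difference in these 8 bins was between 53.8 and 89.7 points in the higher ones and between -81.2 and -61.3 in the lower ones.

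Over shared mCs with the 3 contexts summed, DMRs between stressed and control libraries of a cultivar were fewer than those between cultivars. IR64 had 728 DMRs under desiccation, of which 60.6% (57.0 to 64.1) were higher, but 27.9% (16.7 to 42.7) of the 43 in CHG alone, 51.3% (46.7 to 56.0) of 446 at a minimum depth of 10 reads and 51.6% over all cytosines listed in either library. Under salinity IR64 had 605, of which 62.6% (58.7 to 66.4) were higher, and 42.9% (21.4 to 67.4) of the 14 in CHG alone. N22 had 1169 under desiccation, of which 7.27% (5.92 to 8.90) were higher, but 30.4% over all cytosines listed in either library. Pokkali had 3386 under salinity, of which 82.5% (81.2 to 83.8) were higher, but 35.9% in CG alone, 35.3% in CHG alone and 42.1% in CG-dense bins. CHH alone gave 5109 DMRs in Pokkali, of which 96.8% were higher, and this number was above that of Pokkali/IR64 control in CHH alone (4519).

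The largest differences named for stress were on chromosome 5 for IR64 desiccation (8627201 to 8627300, 92.3% of 143 reads against 38.5% of 52 reads) and on chromosome 2 (18074901 to 18075000, 25.4% of 177 reads against 75.5% of 53 reads). For IR64 salinity they were on chromosome 9 (21427601 to 21427700, 85.9% of 71 reads against 35% of 100 reads) and chromosome 7 (5922601 to 5922700, 43.3% of 67 reads against 93.2% of 59 reads). For N22 desiccation they were on chromosome 6 (10622201 to 10622300, 67.9% of 56 reads against 22.8% of 136 reads) and chromosome 3 (23404001 to 23404100, 29.7% of 148 reads against 91.1% of 56 reads). For Pokkali salinity they were on chromosome 1 (22682701 to 22682800, 89.7% of 78 reads against 24.9% of 193 reads) and chromosome 7 (10441201 to 10441300, 44.2% of 52 reads against 95.5% of 67 reads). None of these 8 bins could be tested at a minimum depth of 10 reads. Each thus rests mainly on cytosines of low depth in at least 1 library. Of the values under alternatives that could be tested, 79 of 90 were called for these 8 bins and 76 of 76 for the 8 bins named between cultivars. Part of this was fixed in advance. Limits of 10 and 30 points and centring could not fail for bins chosen by their largest difference, and some other settings left the counts of a bin unchanged.

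The 2 IR64 comparisons share the control library. Over bins tested in both, 83 DMRs were shared by desiccation (712) and salinity (601), and 82 had the same sign. Over cytosines listed in all 3 IR64 libraries, 93 were shared and all had the same sign, and the differences correlated across bins with a Pearson r of 0.493. Unchanged libraries simulated with counting noise gave a Pearson r of 0.492 and 0 DMRs. With the spread between libraries added, 57 DMRs were called under desiccation and 32 under salinity, against 699 and 598 observed over the same cytosines, and 0 were shared.

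Bins with at least 3 mCs in both libraries of a cultivar and none in both libraries of the other were counted. There were 215117 between N22 and IR64 (control and desiccation), of which 123615 were listed in N22 and 91502 in IR64. The other splits of the same 4 libraries gave 4202 and 18857. Between Pokkali and IR64 (control and salinity) there were 142818, and the other splits gave 11531 and 9664. Absence from the tables can be a lack of coverage, of methylation or of the sequence. Where both neighbouring bins were listed in all 4 libraries, there were 5391 such bins between N22 and IR64, with 258 and 558 in the other splits, and 3626 between Pokkali and IR64, with 539 and 557.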

Values the study reported

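The study reported that mCs made up 11.32% of cytosines in IR64, 11.5% in Pokkali and 12.30% in N22. By context, 47–49% of mCs were CG, 28–31% CHG and 20–24% CHH. Average methylation levels were 87–88% for CG, 67–68% for CHG and 41–43% for CHH. Comparing N22 with IR64, the study counted 64,212 DMRs, and 35,723 when Pokkali was set against IR64.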

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

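The tests of coverage by CG density, the tests on the CG level, the CHH level and the DMRs under desiccation, and thinning by depth at shared mCs were chosen after the results were seen. The differences below stood out because the cultivars moved in opposite directions under the same treatment. With 1 library per group, no difference between cultivars was tested.

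Under desiccation the mC number changed by 11.3% in IR64 and by -11.3% in N22. After thinning to the mean depth of the shallowest library and re-calling, which left mean depths of 14.2 to 15.5, the changes were 12.2% and -10.7%, and thinning by depth at shared mCs gave 7.73% and -7.50%. Both argue against depth as the whole cause. Unequal coverage of CG-rich DNA was tested with 3 ways of classing bins, and these disagreed. With classes from all 7 libraries, the change in CG-poor bins was -0.583% in IR64 and 2.15% in N22, against 38.6% and -26.8% in CG-dense bins. This test decides nothing, because the compared libraries themselves set the class of a bin. With classes from the libraries outside the comparison, the change in CG-poor bins was 2.24% in IR64 and -8.66% in N22, against 35.1% and -21.8% in CG-dense bins. The N22 value was over the limit set for coverage as the whole cause. Only after this was seen were bins restricted to those that every outside library listed with at least 3 mCs. The change in CG-poor bins was then -0.482% and 2.81%, against 21.5% and -13.4% in CG-dense bins. The reason for the restriction was that the CG-poor class can hold sequence listed in N22 alone, and it was not tested further. Coverage of CG-rich DNA may therefore explain part of the change, and how much stays open. A difference between cultivars in the response to desiccation stays open as well, untested.

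Under salinity the mC number changed by 3.67% in IR64 and by -11.7% in Pokkali. After thinning, the changes were 13.3% and -5.75%, and thinning by depth at shared mCs gave 12.3% and -6.35%, so a difference in mean depth was not the whole cause. In CG-poor bins both cultivars moved in one direction under each of the 3 ways of classing. The changes were -2.25% and -20.7% with classes from all 7 libraries, which decides nothing for the reason above. They were -0.908% and -20.7% with classes from the outside libraries, and -2.49% and -14.3% in the bins that all outside libraries listed. These changes were taken without thinning, and IR64 salinity was the shallowest library. Their sign in IR64 therefore cannot separate coverage of CG-rich DNA from depth, and whether coverage raised the number in IR64 stays open. The fall in Pokkali was largest in CG-poor bins. Thinning took part of the fall over all bins away, and the rest stays open. At a minimum depth of 10 reads both cultivars moved down. A difference in the response of the cultivars stays open, untested.

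The CG level changed by 0.424 points in IR64 and by -2.80 in N22 under desiccation. Over the mCs listed in all 7 libraries the pooled changes were -0.286 and -1.51, both downward, but the changes in mean site level over the same mCs were 0.211 and -0.553. Different cytosines being listed may thus explain the signs of the pooled level, but not those of the mean site level, and the cause of the opposite signs stays open. A difference in the response of the cultivars was not tested. The CHH level changed by 0.0949 points in IR64 and by -2.10 in N22. After all libraries were re-called with an error rate of 1%, the changes were 0.633 and 0.765 points, both upward. With the same error rate they were 0.360 and -0.410 after thinning, and 0.933 and -0.974 after thinning by depth at shared mCs. Over the mCs listed in all 7 libraries the changes were 0.294 and -1.80 points, and over those that all 7 list with an error rate of 1% they were 0.383 and -1.84. Opposite signs at the same cytosines and an equal threshold argue against the calling threshold and different cytosines as the whole cause, although re-calling alone gave 1 direction. The cause stays open, with a difference in the response of the cultivars untested.

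Of the DMRs under desiccation, 60.6% were higher in IR64 and 7.27% in N22. The N22 share was 7.98% after re-calling, 2.62% after thinning by the depth at shared mCs and re-calling, 9.33% after centring, 7.63% in CG-poor bins and 30.4% over all cytosines listed in either library. All were under 50%, which argues against the calling threshold, depth and coverage of CG-rich DNA as the whole cause of the N22 direction. Centring took away only the N22 median difference of -0.942 points, which is small beside the difference asked of a DMR. The N22 medians also differed between contexts, with -0.446 points in CG, -0.997 in CHG and -2.56 in CHH. Centring therefore cannot decide on a global shift. The IR64 direction was less firm, as the share was 51.3% (46.7 to 56.0) at a minimum depth of 10 reads, 51.6% over all cytosines listed in either library and 27.9% of 43 DMRs in CHG alone. A response to desiccation in N22 is a hypothesis that was found and tested on the same libraries, and a difference between library preparations cannot be separated from it without replicate libraries.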

How the results depend on the processing

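Thinning by depth at mCs listed in all 7 libraries, alone or for CHH only, the restriction of the IR64 overlap to cytosines listed in all 3 libraries, mean site levels over mCs listed in all 7 libraries, and the simulation with library spread were chosen after the data were seen; the other tests were planned. The labels give the cultivar and condition of each library but no replicate numbers. Each stressed library was compared with the control library of its own cultivar. A paired analysis across cultivars and a model with the cultivar as a block were not run. Leaving out a replicate was not applicable, as each group has 1 library. The density of mCs in genes and flanks and its relation to gene density were not run. Lists of 8 values follow the order N22/IR64 control, Pokkali/IR64 control, N22/IR64 desiccation, Pokkali/IR64 salinity, IR64 desiccation, IR64 salinity, N22 desiccation and Pokkali salinity.

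Of 120 DMR numbers under alternatives, 57 were within 1.5 times of the reported number. Centring and 200 bp bins kept all 8 within it. By construction, a limit of 10 points gave more DMRs in the comparisons with stress (1257, 1029, 2996 and 5897), and 30 points gave fewer in all 8 (21961, 28937, 20407, 22735, 223, 175, 241 and 876). All cytosines listed in either library gave 82401, 84783, 70507, 64210, 23389, 23261, 27773 and 36490. There the levels came from partly different cytosines in each library, so differences in listing can add DMRs. How much they added was not tested. With at least 6 shared mCs and so fewer bins tested, the 4 comparisons between cultivars gave 22744, 24399, 19768 and 19426. A minimum depth of 10 reads gave 446 for IR64 desiccation, 346 for IR64 salinity and 1785 for Pokkali salinity. Thinning, which leaves fewer reads, gave 25400 for N22/IR64 control and 399, 341, 549 and 1324 for the comparisons with stress. Thinning by depth at shared mCs gave 24343 for N22/IR64 control, 23275 for N22/IR64 desiccation and 402, 360, 496 and 1429 with stress.

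Single contexts tested fewer mCs per bin. CG alone gave 26099 for N22/IR64 control and 301, 164, 362 and 540 with stress. CHG alone gave 13849, 12755, 12665, 9129, 43, 14, 117 and 68. CHH alone gave 7056, 4519, 4280 and 4521 between cultivars and 5109 for Pokkali salinity. After thinning by depth at shared mCs, CHH alone gave 3487, 2184, 1978 and 3423 between cultivars, 375 for IR64 desiccation, 584 for N22 desiccation and 2257 for Pokkali salinity.

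The share of DMRs that were higher kept its side of 50% in 114 of 120 values. All cytosines listed in either library gave 30.4% for N22 desiccation, and CHH alone gave 53.9% for N22/IR64 desiccation (52.7% after thinning by depth at shared mCs). It reversed for Pokkali salinity in CG (35.9%) and CHG (35.3%), for IR64 desiccation in CHG (27.9%), for IR64 salinity in CHG (42.9% of 14 DMRs, with an interval of 21.4 to 67.4 that includes 50%), and for Pokkali/IR64 salinity in CHH (85.0%, and 87.9% after thinning by depth at shared mCs). The cause was not tested.

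The mC number per library was within 1.5 times of the deposited number in 30 of 35 values. At a minimum depth of 10 reads, which removes listed mCs, it was 9264869 in IR64 control, 9951154 in IR64 desiccation, 8609256 in IR64 salinity, 10616140 in N22 desiccation and 8806441 in Pokkali salinity. The direction of the change in mC number was kept in 36 of 40 values. At 10 reads it reversed for N22/IR64 desiccation (6.68%), Pokkali/IR64 salinity (2.29%) and IR64 salinity (-7.08%), and after re-calling for N22/IR64 desiccation (1.68%).

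The difference in CG level kept its direction in 60 of 64 values. In points, a minimum depth of 10 reads gave 5.81, -1.65, 2.45, -2.46, 0.133, 0.962, -3.23 and 0.155. Re-calling gave 3.72, -2.36, 1.48, -2.54, 0.589, 1.003, -1.65 and 0.823. Thinning gave 3.87, -1.74, 1.66, -2.21, 0.520, 0.789, -1.69 and 0.322, and thinning by depth at shared mCs gave 3.96, -1.74, 1.66, -2.20, 0.584, 0.786, -1.72 and 0.322. Mean site levels gave 3.66, -1.26, 1.27, -1.76, 0.982, 1.16, -1.41 and 0.669. Without depths above the 99th percentile the values were 4.69, -2.02, 1.72, -2.22 and 0.951 for the first 5 comparisons, -2.02 for N22 desiccation and 1.16 for Pokkali salinity. Over mCs listed in all 7 libraries they were 2.60, 0.495, 1.38, -0.401, -0.286, 0.312, -1.51 and -0.583, which reversed Pokkali/IR64 control, IR64 desiccation and Pokkali salinity. Mean site levels over the same mCs gave 1.598, -0.306, 0.835, -0.966, 0.211, 0.331, -0.553 and -0.329, which reversed only Pokkali salinity. The cause was not tested beyond the values given above.

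The CHG difference kept its direction in 55 of 64 values and the CHH difference in 53 of 64. Over mCs listed in all 7 libraries, CHG reversed for Pokkali/IR64 control (1.01), IR64 salinity (-0.0872) and Pokkali salinity (-0.00521), and CHH for Pokkali/IR64 control (0.225) and Pokkali/IR64 salinity (1.34). Mean site levels over these mCs reversed CHG for Pokkali/IR64 control (0.499) and CHH for Pokkali/IR64 control (0.321) and Pokkali/IR64 salinity (4.0002). Mean site levels reversed CHG for IR64 desiccation (0.0766) and CHH for Pokkali/IR64 salinity (2.73). Without depths above the 99th percentile, CHG reversed for IR64 desiccation (0.339) and CHH for Pokkali/IR64 salinity (1.12). At 10 reads CHH reversed for Pokkali/IR64 control (0.462) and IR64 desiccation (-0.270). Re-calling reversed CHG for Pokkali/IR64 salinity (-0.439) and CHH for N22/IR64 control (-0.688), N22/IR64 desiccation (-0.556) and N22 desiccation (0.765). Thinning reversed CHG for IR64 salinity (-0.176, and -0.102 by depth at shared mCs).

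The percent of control DMRs with the same sign in the stressed pair stayed between 94.0% and 96.3%. With at least 6 shared mCs it was 94.0% for both cultivars, and for Pokkali it was 96.3% at 10 reads and 96.0% after thinning. The IR64 overlap fell to 40 DMRs at 10 reads and 54 after thinning, where fewer DMRs were called, and 0 were shared in simulated unchanged libraries with or without library spread, although with spread 57 and 32 DMRs were called. Bins listed in a single cultivar numbered 142310 and 88825 with at least 6 mCs and 5391 and 3626 with listed neighbours, for N22 and Pokkali against IR64. All 24 correlations across windows were positive with 200 kb windows, the lowest being 0.711.

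For the 16 named bins, 166 values under alternatives could be tested, all kept their direction, and 11 were no longer called, all of them in the 8 bins named for stress. The other 74 values could not be had, since the bin held too few shared mCs. Depth limits which bins can be called, as the simulation of N22/IR64 control recovered 139 of 163 changed bins with at least 50 reads in both libraries and 141 of 200 in all.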

Other observations

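The tests by CG density, and the tests on DNA mixed between 2 libraries and on the CHH DMRs of Pokkali, were chosen after the results were seen, as were thinning by depth at shared mCs and mean site levels over the shared mCs.

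The N22 control library had a higher CG level than IR64 control over its listed mCs (5.14 points). The difference was 3.72 points after re-calling with a common error rate, 3.87 after thinning and re-calling, 2.60 over the mCs listed in all 7 libraries and 2.01 over those in CG-poor bins. None of these fell under the limit of 1 point set for the calling threshold, library depth, different cytosines or coverage of CG-rich DNA as the whole cause, although each but depth took part of the difference away. N22 desiccation was above IR64 desiccation by 1.38 points over the shared mCs, but by 0.835 in mean site level, which is under the limit of 1 point. A difference between the cultivars is consistent with these values as a hypothesis.

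DMRs of N22/IR64 control were mostly higher in N22 (83.8%). The share was 80.6% after centring on the median difference and 87.5% in CG-poor bins. Coverage of CG-rich DNA did not account for the direction. Centring took away only the median difference of 2.06 points, which is small beside the difference asked of a DMR. The medians also differed between contexts, with 1.02 points in CG, 2.64 in CHG and 3.42 in CHH. Centring could thus change the share little, and it cannot decide whether a global shift of the library set the direction. The share was 81.0% after re-calling, 83.8% after thinning, 84.7% after thinning by depth at shared mCs and 83.6% at a minimum depth of 10 reads, which argues against calling threshold and depth as the whole cause.

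The N22 control library listed 22.2% more mCs than IR64 control. The excess was 22.6% after thinning, 15.4% after thinning by depth at shared mCs and 31.7% after re-calling. This argues against depth and calling threshold as the whole cause, although depth at shared mCs took part of the excess away. For coverage of CG-rich DNA the answer depended on how bins were classed. In CG-poor bins the difference was 9.66% with classes from the 5 libraries outside the comparison, and -6.77% in the bins that all 5 listed. The first value was over the limit set for coverage as the whole cause, and the restriction to listed bins was chosen after that. In CG-dense bins the excess was 55.8% and 34.2%. Coverage of CG-rich DNA may thus explain a part of the excess, with its size open.

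Bins listed in both N22 control and IR64 desiccation but in neither N22 desiccation nor IR64 control numbered 17761, against 1096 for the reverse. Their median was 12 listed CG cytosines, and 74.1% had at least 8, against 31.0% of all bins with a CG. The depth in CG-dense relative to CG-poor bins was higher in N22 control (1.20) and IR64 desiccation (0.875) than in IR64 control (0.751) and N22 desiccation (0.853), which is consistent with unequal coverage of CG-rich DNA. However, the 7448 bins listed in Pokkali control and IR64 salinity but in neither Pokkali salinity nor IR64 control were also CG-rich (55.2% with at least 8), although this ratio was lower in Pokkali control (0.738) than in Pokkali salinity (0.908). The 7355 bins listed in Pokkali salinity and IR64 salinity but in neither control of these cultivars were CG-rich as well (79.5% with at least 8). There the ratio was higher in Pokkali salinity (0.908) and IR64 salinity (0.801) than in Pokkali control (0.738) and IR64 control (0.751). These sets of bins thus disagree, and the explanation stays open. Mixed DNA of the libraries was argued against by the rate of cytosines given another context, which was 127 ppm of the shared cytosines between N22 control and IR64 desiccation and 126 ppm between N22 control and IR64 control. No biological explanation was tested.

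Libraries listed more mCs in common within than between cultivars, and 0 libraries had their nearest library in another cultivar, which argues against exchanged labels between cultivars. An exchange within a cultivar would not show in this test.

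Some CG pairs with a level of at least 80% on both strands in a library were listed on 1 strand in another, at a level under 30%. The median share of such low levels among pairs listed on 1 strand was 0.00686% within cultivars and 2.22% between cultivars. With at least 20 reads it was 0% and 9.70%, so the low levels were not confined to strands of low depth. The rise itself decides nothing. At a depth of 5 reads the calling threshold asked for 2 methylated reads, so a level under 30% could not be listed there. A sequence variant between cultivars may remove the CG on a strand, and it stays a hypothesis because no genome sequence was used.

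Bins listed in a single cultivar numbered 5391 between N22 and IR64 and 3626 between Pokkali and IR64 where both neighbouring bins were listed in all 4 libraries. Both were more than 2 times the numbers of the other splits (258, 558, 539 and 557), which argues against coverage gaps as the whole cause. Absence or change of the sequence and loss of methylation were not separated.

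CHH DMRs of Pokkali under salinity were 97.4% higher after thinning by depth at shared mCs and re-calling (2257 DMRs), and 96.8% higher without it. Depth and calling threshold as the whole cause are argued against, and a response to salinity stays a hypothesis from 1 library per condition. In IR64, 59.0% of CHH DMRs were higher under salinity.

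The mCs with depths above the 99th percentile held 13.8% to 17.8% of the reads of a library. In IR64 control their pooled level was 64.3% in CG and 7.45% in CHH, against 85.2% and 36.4% at the other mCs.

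The number of DMRs in N22/IR64 control was 39176. That is lower than the value quoted from the study above. The number in Pokkali/IR64 control was 49221. That is higher than the value quoted from the study above, so the order of the 2 comparisons is also the opposite of that in the study. In CHG alone (13849 against 12755) and in CHH alone (7056 against 4519), N22 had more DMRs than Pokkali. Cytosines not listed in both libraries were left out here. All cytosines listed in either library gave 82401 against 84783. That setting compares partly different cytosines, so it cannot decide whether leaving them out changed the order.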
